A study of Mus musculus with 8 samples. Its data were reported in "Vasopressin V2 receptor, tolvaptan, and ERK1/2 phosphorylation in the renal collecting duct" (2023).

How the data were processed

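RNA-seq libraries of mpkCCD cells treated with dDAVP alone or with tolvaptan plus dDAVP were analysed, with 4 libraries in each of the 2 groups. Per the labels, cDNA was made with a SMARTer kit and libraries with a Nextera XT kit, a combination that does not mark strand, and sequencing was paired-end. Groups and replicate numbers were taken from the sample titles. The submitters' processing notes name STAR and RSEM without versions, and the study's methods name an Ensembl annotation.

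The authors quantified each library with RSEM and deposited expected counts per gene without normalization. The authors also deposited TPM values, which are corrected for gene length and scaled to the same sum in every library. The authors' deposited table of DESeq2 results gives a log2 fold change with its standard error, and p-values before and after adjustment; every gene in it had a maximum TPM above 10 and a count of 10 or more in at least 4 libraries. A deposited table of term enrichment by the authors gives log10 p and log10 q per term, and no value from it is reported here. The standard errors in the authors' deposited table were read only with that table. Of 55414 genes in the deposited tables, 1399 had no symbol.

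Expected counts were rounded to whole numbers. The 14772 genes with 10 or more counts in at least 4 libraries were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood fit and test, no covariate, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. The study used DESeq2; edgeR took its place as the main test and DESeq2 1.42.0 was an alternative. A second edgeR test was made against a fold of 1.5. Standard errors were derived from the fold change and its F statistic. For the thresholds of the study, limma 3.58.1 with a trend was fitted to log2(TPM + 1), and the ratio of mean TPM was taken for the size of change. TPM values are given as mean ± SD; fold changes come from the edgeR fit unless stated.

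Gene lists were written before the data were examined: 27 on pathways, 5 on markers of other cell types and 3 on RNA quality, with 9 more that the study's text names. The latter come from the study's own selection. Lists were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 27 lists, and again with an estimated correlation and with fry. Genes to be named were fixed by rule: 14 genes of the V2 receptor and ERK question; the 14 largest falls and 10 largest rises among genes with a symbol, an adjusted p under 0.05, a maximum TPM above 10 and no overlap of log2 CPM between groups; and up to 4 called members of each list with the largest change. Some genes named by this rule are not reported here; they stayed in every fit, count and list test.

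The fits were tested on simulated counts for 14772 genes, a seeded set of them changed, drawn from the means and library sizes of the comparison of tolvaptan plus dDAVP with dDAVP alone. edgeR recovered 38.8% of genes changed by 1.25-fold, 74.6% at 1.5-fold and 86.4% at 2-fold, and 3.62% of its calls were unchanged genes. DESeq2 recovered 49.3%, 80.6% and 86.4%, and 15.7% of its calls were unchanged genes.

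Alternatives listed before the data were examined were RLE and upper-quartile normalization, DESeq2, limma on log2(TPM + 1), no filter, filterByExpr, a maximum TPM above 10, the replicate number as a block, and leaving out each library; for the study thresholds also pseudocounts of 0.1 and 0.01, no TPM filter, a maximum TPM above 1 and p from edgeR. edgeR's legacy quasi-likelihood and limma voom were added after seeing the data. All 35 splits of the 8 libraries into 4 and 4 were refitted. No pair of libraries agreed within sampling noise, the smallest chi-square per degree of freedom between libraries being 8.18. GC content and length came from the longest transcript per gene in GENCODE M21 on GRCm38, which is not the annotation of the study, so no coordinates are given.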

Results

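RNA was sequenced from mpkCCD cells, a mouse cell line with the properties of principal cells of the renal collecting duct. Cells received dDAVP, an analogue of vasopressin that activates the V2 receptor, either alone or together with tolvaptan, an antagonist of that receptor. Each group held 4 libraries, and the labels give neither the dose nor the length of the exposure. Aqp2 was the gene with the highest count in all 8 libraries. The groups overlapped in depth, with total expected counts per library from 46189118 to 56203831 for dDAVP alone and from 41179670 to 49720488 for tolvaptan plus dDAVP. The labels do not say whether the 4 libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

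The comparison asked which transcripts changed when the V2 receptor antagonist was present along with the agonist. The larger changes were mostly falls. Dusp1 (ENSMUSG00000024190), a phosphatase that inactivates mitogen-activated protein kinases, went from 124 ± 18.7 TPM with dDAVP alone to 36.2 ± 11.7 TPM with tolvaptan (SD, n = 4), a log2 fold change of -1.76 with a standard error of 0.19. Ier3 (ENSMUSG00000003541), an early response gene, went from 120 ± 9.08 to 51.7 ± 19.0 TPM, a log2 fold change of -1.24 with a standard error of 0.19. Rgs2 (ENSMUSG00000026360), a regulator of G protein signaling, went from 18.5 ± 0.699 to 8.66 ± 0.796 TPM, a log2 fold change of -1.04 with a standard error of 0.09. The transcription factor Cebpd, at a log2 fold change of -0.89, and the Hippo pathway gene Amotl2, at -0.89, fell by similar amounts. Myc fell by 0.79 on the log2 scale, the receptor kinase feedback inhibitor Spry1 by 0.78, the kinase Pim3 by 0.76, Arl4d by 0.75 and the kinase Plk2 by 0.74. The remaining members of the largest falls were Ccn2, a secreted matrix protein, at -0.96, Ankrd1 at -0.66, the ephrin receptor Epha2 at -0.63 and the kinase Plk3 at -0.56. Fewer transcripts rose by a comparable amount. Of the 26 called genes whose log2 fold change exceeded 0.5 in size, 20 fell and 6 rose.

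Transcripts of sterol supply were among those that rose. Insig1 (ENSMUSG00000045294), which holds the sterol sensor in the endoplasmic reticulum, went from 55.8 ± 6.83 to 80.01 ± 9.71 TPM, a log2 fold change of 0.54 with a standard error of 0.09. Fdft1, which encodes squalene synthase, rose by 0.44 on the log2 scale. The DNA methyltransferase Dnmt3b rose by 0.52, Rdh13 by 0.44, the epithelial transcription factor Ovol1 by 0.41 and the transporter Slco4a1 by 0.40. The predicted genes Gm49322, at a log2 fold change of 0.76, and Gm20605, at 0.41, share exons with neighbouring genes on the same strand in the reference annotation, so their counts are uncertain, and the TPM values of Gm49322 overlapped between groups. Exons of Dusp1, Ccn2, Cebpd, Spry1, Plk3, Fdft1 and Ovol1 overlap a gene on the opposite strand in that annotation, and those of Rdh13 a gene on the same strand. Reads of such pairs cannot be told apart in libraries that do not mark strand. Gm15270, opposite Ccn2, had a log2 fold change of -0.82, and Gm42922, opposite Spry1, of -0.34. The values were -0.07 for Ergic1 opposite Dusp1, -0.02 for Spidr opposite Cebpd and 0.01 for Tctex1d4 opposite Plk3. They were -0.01 for Ctsb opposite Fdft1 and -0.17 for AC126029.1 opposite Ovol1. On the same strand as Gm20605, Lrch4 had -0.51 and Sap25 0.32.

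**Figure D1:**
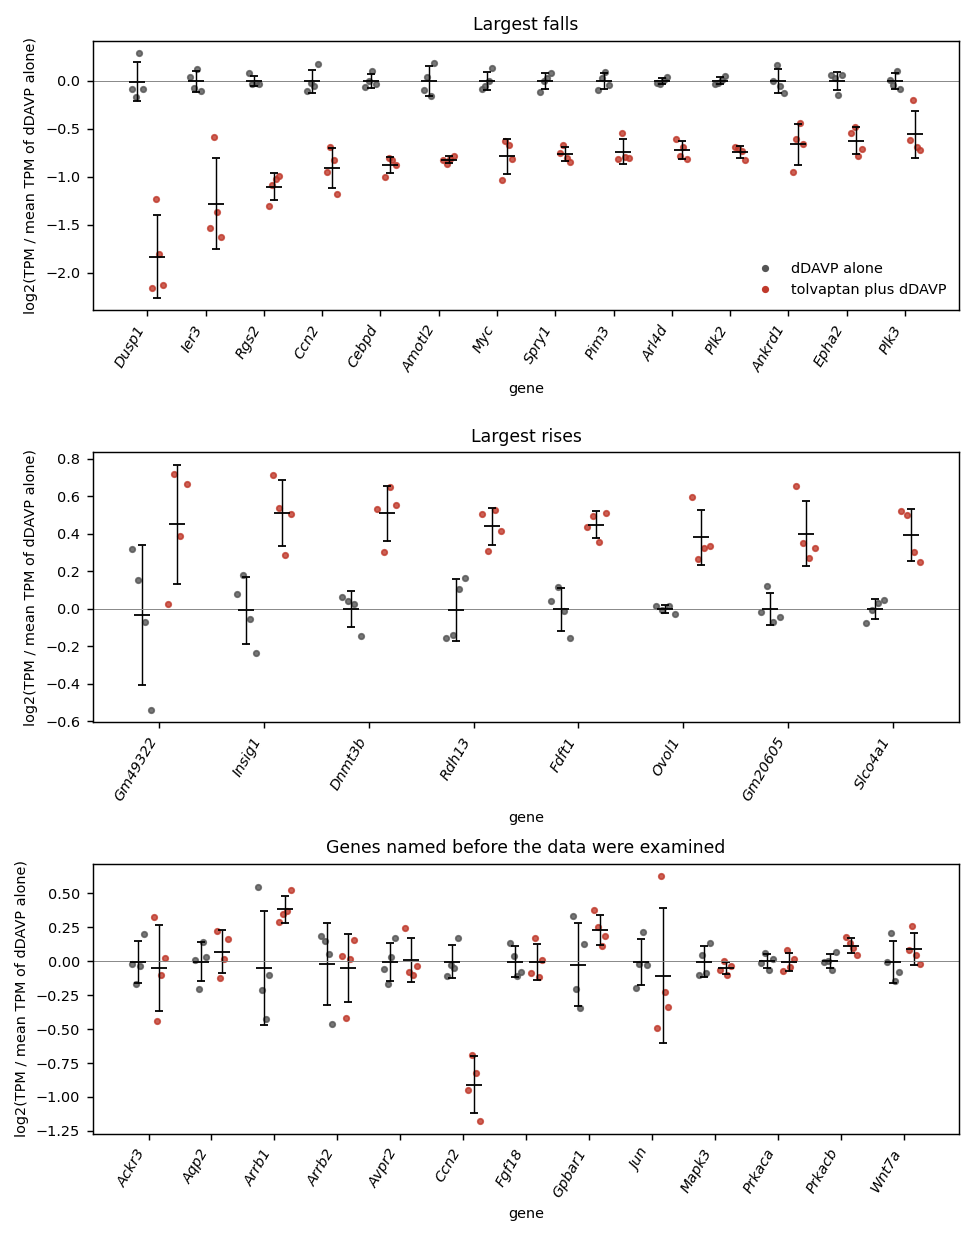
Each point is one library, plotted as the log2 ratio of its TPM to the mean TPM of dDAVP alone, for the reported genes among the largest falls, the largest rises and the genes named before the data were examined; bars give the mean ± SD of 4 libraries per group. Dusp1 lies lowest, with a fitted log2 fold change of -1.76, and Aqp2 has overlapping groups.

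Of 14772 genes tested with edgeR's quasi-likelihood test, 59 passed a Benjamini-Hochberg adjusted p of 0.05, of which 32 fell and 27 rose. The log2 CPM of all 59 did not overlap between the groups, as was so for 7.76% of the tested genes, where chance gives 2.86%. No gene passed the same adjustment in a test against a 1.5-fold change with edgeR, in which 49 genes had an unadjusted p under 0.05; DESeq2 called 2 genes, limma voom called 0, and edgeR called 3 without tolvaptan replicate 2. The count of 59 depended on which library was left out, with 4 libraries set against 3 in each. It was 21 without dDAVP replicate 1, 20 without dDAVP replicate 2, 21 without dDAVP replicate 3 and 28 without dDAVP replicate 4. Without tolvaptan replicates 1, 2, 3 and 4 it was 82, 39, 43 and 22. All 59 genes kept their sign each time. Whether the count fell through the smaller number of libraries or through the ones left out was not tested. It also depended on the fit: DESeq2 called 337 genes (138 fell, 199 rose), edgeR without a filter 256 (128 fell, 128 rose; 15 past 1.5-fold) and limma on log2(TPM + 1) 22 (19 fell, 3 rose). Of the 26 reported named genes that passed, 13 passed with each of the 8 libraries left out in turn, and all 13 fell. They were Dusp1, Rgs2, Ccn2, Cebpd, Amotl2, Myc, Spry1, Pim3, Arl4d, Plk2, Epha2, Nuak2 and Rnd3. Ier3 did not pass without dDAVP replicates 1, 2 or 3 or tolvaptan replicates 3 or 4, where its adjusted p reached 0.0725.

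The water channel and the components of V2 receptor signaling gave no call. Aqp2 (ENSMUSG00000023013), the vasopressin-regulated water channel, stood at 8947 ± 871 TPM with dDAVP alone and at 9439 ± 1014 TPM with tolvaptan (SD, n = 4). Its log2 fold change was 0.05 with a 95% confidence interval from -0.12 to 0.22 and an edgeR adjusted p of 0.857. The receptor gene Avpr2 stood at 319 ± 31.8 and 322 ± 37.8 TPM, with an interval of its log2 fold change from -0.17 to 0.15. The intervals for the protein kinase A catalytic subunits ran from -0.12 to 0.10 for Prkaca and from -0.0049 to 0.21 for Prkacb. That for Mapk3, which encodes the kinase ERK1, ran from -0.21 to 0.05. The arrestin genes differed in level, with Arrb1 at 0.418 ± 0.133 TPM and Arrb2 at 32.9 ± 6.20 TPM in dDAVP alone, and neither passed, with adjusted p of 0.385 and 0.584. Of 19 measured members of the list of principal cell transport genes, 0 rose and 0 fell, over all genes and also adjusted over the list alone (camera adjusted p = 0.655).

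The study asked about the ERK cascade, and its immunoblots showed more ERK phosphorylation with tolvaptan in the presence of dDAVP. The lists here hold transcripts and do not measure phosphorylation. Among 28 measured genes of ERK transcriptional output, 4 fell (Ier3, Myc, Spry1 and Epha2) and 0 rose, while adjusted over the list alone 10 fell and 0 rose. The list stood lower than other genes with camera at a preset correlation (adjusted p = 1.67e-05), and the call was lost with an estimated correlation (adjusted p = 0.414). Of 22 measured members of the ERK cascade itself, 0 rose and 0 fell. In the cAMP and CREB response list, Dusp1 and Rgs2 fell among 22 measured members (camera adjusted p = 0.165), and adjusted over the list alone 4 fell and 2 rose; its median log2 fold change was 0.02 and its mean -0.10. Without tolvaptan replicate 2 its camera adjusted p was 0.0311. Of 17 measured YAP and TEAD targets, 4 fell (Ccn2, Amotl2, Ankrd1 and Nuak2), and the list had a camera adjusted p of 0.0536 (adjusted p = 0.414 with an estimated correlation), with a median log2 fold change of 0.02 and a mean of -0.15. Adjusted over the list alone, 4 of these fell and 0 rose. The YAP and TEAD list passed without dDAVP replicate 1 (adjusted p = 0.0347), dDAVP replicate 3 (0.0405), tolvaptan replicate 1 (0.0406) or tolvaptan replicate 2 (0.0390), and with upper-quartile factors (0.0463), limma on log2(TPM + 1) (0.0302), filterByExpr (0.0485) or limma voom (0.0145).

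Among 24 measured cholesterol synthesis genes, 6 rose and 0 fell, and adjusted over the list alone 13 rose and 0 fell. The median log2 fold change of the list was 0.22 and 23 members lay above 0. Camera at a preset correlation gave an adjusted p of 8.84e-13, and the call was lost with an estimated correlation (adjusted p = 0.414). The level of the list was lowest in dDAVP replicate 4, at a mean log2 CPM of 6.30 against 6.48 in the nearest dDAVP library. Without that library the median was 0.16, and 3 of the 24 measured genes passed.

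Proliferation and TGF-beta terms appear in the lists of the study. Of 32 measured S phase and replication genes and 30 G2 and mitosis genes, 0 rose and 0 fell, over all genes and adjusted over the list alone. Camera gave an adjusted p of 0.307 for S phase and 0.0356 for G2 and mitosis, the latter with a median log2 fold change of -0.05 and an adjusted p of 0.701 with an estimated correlation. The G2 and mitosis call was lost without dDAVP replicate 1 (adjusted p = 0.140), dDAVP replicate 2 (0.493), tolvaptan replicate 1 (0.423) or tolvaptan replicate 3 (0.188). Of 23 measured TGF-beta response genes, Ccn2 and Id2 fell and 0 rose, with 3 fallen and 0 risen adjusted over the list alone and a camera adjusted p of 0.0756. Without tolvaptan replicate 2 that p was 0.0390. Ribosomal protein genes, kept as a sign of RNA quality, stood lower with tolvaptan at a median log2 fold change of -0.09 (camera p = 0.00773; p = 0.587 with an estimated correlation), without tolvaptan replicate 1 the direction turned, at p = 0.268, and without dDAVP replicate 3 it was 0.0553.

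**Figure D2:**
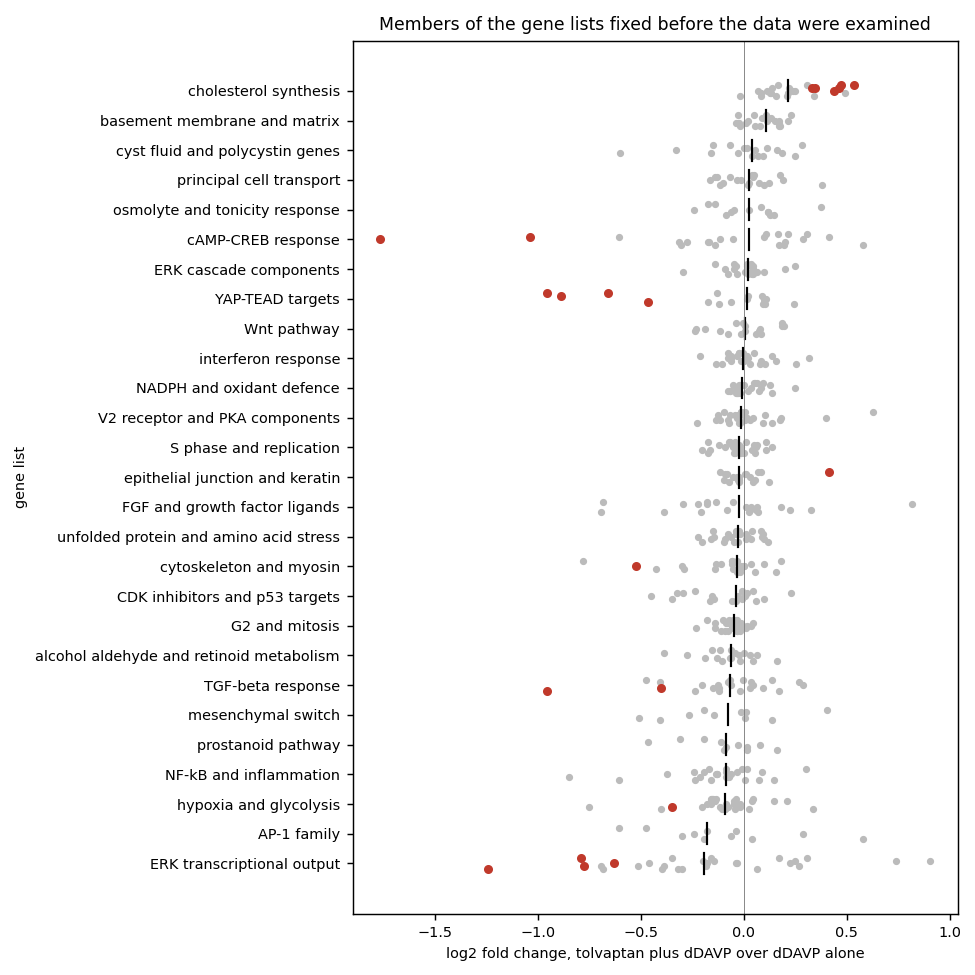
Each point is one member of a gene list, placed by its log2 fold change of tolvaptan plus dDAVP over dDAVP alone; red points passed the adjusted p of 0.05 over all genes and the black bars mark list medians. Cholesterol synthesis has the highest median, 0.22, and ERK transcriptional output the lowest, -0.19.

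The study listed genes as risen under positive regulation of the MAPK cascade, and its lists may come from other libraries. Among those named here Ccn2 fell, while Jun (log2 fold change -0.04), Fgf18 (-0.05), Wnt7a (0.01), Gpbar1 (0.19) and Ackr3 (-0.11) did not pass. In the authors' deposited table Ccn2 was also lower, at a log2 fold change of -0.96 (DESeq2 adjusted p = 2.47e-20). Jun, Fgf18, Wnt7a and Ackr3 had DESeq2 adjusted p from 0.811 to 0.992 there. These values argue against that list having been drawn from these libraries. Since its source is not known, the list is not used as evidence of a direction. At the thresholds the study states for its transcript lists, with p from limma on log2(TPM + 1), 17 transcripts fell and 5 rose among 9557 with a maximum TPM above 10. Without tolvaptan replicate 2 these counts were 30 and 1, without tolvaptan replicate 1 the rises were 1, and without dDAVP replicate 2 or 3 they were 3. The authors' deposited table, made with DESeq2, lists 9324 genes, of which 265 had an adjusted p under 0.05, 159 of them higher with tolvaptan and the others lower. Of these, 23 had a log2 fold change above 0.5 in size in the authors' deposited table, 20 lower and 3 higher. All 52 of the genes called here that the authors' deposited table lists were called there too, with the same sign.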

Values the study reported

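The study reported that its cells were grown with 0.1 nM dDAVP and exposed to 50 nM tolvaptan or vehicle for 24 h. It stated 112 transcripts as decreased and 51 as increased, with a log2 ratio beyond 0.593 in size and P below 0.01, among 9,678 transcripts with a maximum TPM over 10. Its methods gave 23 differentially expressed genes.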

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

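The test of the sterol genes without dDAVP replicate 4 and that of the falls called without tolvaptan replicate 1 were chosen only after the result was seen; the other tests in this part were written before. Within each group of 4, libraries whose gap to the nearest other exceeded Dixon's 95% critical value, as a share of the range, were looked for among 156 groups of values, and 11 were found; chance gives about 1 in 20.

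Tolvaptan replicate 1 had a mean correlation of log2 CPM with the other 7 libraries of 0.990, against 0.993 for the nearest tolvaptan library. It was the library of lowest depth, and thinning all libraries to one total left 0.906 of its gap below the others, which argues against depth. Olfactory and vomeronasal receptor genes held 41.7 CPM there and 50.9 in dDAVP replicate 2, the highest library, a ratio of 0.818. They held 39.2 CPM in tolvaptan replicate 2, and 12.3 to 19.6 in replicates 3 and 4 of both groups. Since dDAVP replicate 2 did not stand apart, the level of these genes alone does not account for the gap. Genomic DNA reads are not excluded. Without genes named Gm and a number, 0.965 of the gap stayed. The cause of the gap is open, and no biological explanation was tested, since the library shares its group with 3 others.

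The fall of the called genes had a median log2 fold change of -0.60 over 32 genes. When the call was made without tolvaptan replicate 1, 46 genes fell, 1.44 times the number in all libraries, which argues against that library as the cause. After subtracting the median of the 100 genes nearest in GC content, length and abundance the median kept 1.02 of its size, which argues against such a trend. Acute induction of Fos, Fosb and Egr1 varied between libraries, but its group means were 5.53 and 5.53 on the log2 CPM scale, so as a covariate it could hardly move the median (0.999 of its size); the equal means argue against a linear effect of it, and another form of effect stays open. An effect of tolvaptan may be put forward as a hypothesis, found and tested on the same data.

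The level of the cholesterol synthesis list was low in dDAVP replicate 4, at 6.30 against 6.48 in the nearest dDAVP library. The median log2 fold change of the list kept 1.12 of its size without tolvaptan replicate 1 and 1.07 after subtracting the genes nearest in GC content, length and abundance, which argues against these. The Fos covariate left 0.998 of it, which is no evidence beyond the equal means given above. Without dDAVP replicate 4 it kept 0.739, which leaves that library open as a partial source. Another split of the libraries gave a camera p of 2.15e-14 against 3.27e-14 for the real one, so 2 of the 35 splits were as extreme and chance is not excluded for the list as a whole.

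Other libraries that stood apart were as follows. Dusp1 was 152 TPM in dDAVP replicate 3, against 117 in the nearest library of that group. Rgs2 was 19.6 TPM in dDAVP replicate 1, against 18.3. Pim3 was 754 TPM in tolvaptan replicate 2, against 635. Epha2 was 16.0 TPM in dDAVP replicate 3, against 18.1. In dDAVP replicate 4 the mean log2 CPM was 3.10 for NF-kB and inflammation genes, against 3.25, 3.99 for intercalated cell markers, against 3.71, and 8.05 for mitochondrial genome transcripts, against 8.26. The mean log2 CPM of loop and distal tubule markers was 1.30 in tolvaptan replicate 4, against 1.39. That of the 2 measured stromal and endothelial markers was -0.098 in tolvaptan replicate 1, against -0.40.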

How the results depend on the processing

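edgeR's legacy quasi-likelihood and limma voom were chosen after seeing the data. RLE and upper-quartile factors called 58 genes each, filterByExpr 59, a maximum TPM above 10 56 and limma voom 57. All of the main calls tested kept their sign in each alternative, and 0 of the 26 called named genes changed sign. DESeq2 called 337 genes (138 fell, 199 rose; 2 past 1.5-fold), among them all 59. Without a filter 256 were called (128 fell, 128 rose; 15 past 1.5-fold). With limma on log2(TPM + 1) 22 were called, 19 fallen and 3 risen, a share of falls of 86.4% against 54.2%. For libraries of the same replicate number the correlations of deviations were -0.01, 0.03, 0.16 and -0.01. Only that of replicate 3 exceeded the highest of the other pairs, 0.0684, and only it correlated best with its own number. Pairing by number was thus not shown for every replicate, and it is not excluded. Replicates 1 and 2 of both groups also differed from replicates 3 and 4. Their olfactory and vomeronasal receptor genes held 28.3 to 50.9 CPM, against 12.3 to 19.6. Genes with a count numbered 26294 to 29210, against 22186 to 24165. The sample titles name no batch. Among the refitted splits, the one of replicates 1 and 2 against 3 and 4 called 1 gene, and 1 gene past 1.5-fold. Its unadjusted camera p was 2.20e-05 for G2 and mitosis, 0.000264 for basement membrane, 0.000314 for ERK transcriptional output and 0.000829 for cholesterol synthesis. It was 0.0122 for principal cell transport and 0.0148 for CDK inhibitors. For the other lists refitted on it, that p ran from 0.0882 (AP-1) to 0.375 (S phase). With the replicate block 17 genes were called (14 fell, 3 rose), and 3 transcripts rose at the study thresholds. Leaving out each library gave 20 to 82 genes, 15 to 46 falls, 3 to 36 rises and 0 to 3 past 1.5-fold; the highest count, 82, came without tolvaptan replicate 1. The cause was not tested for any of these changes.

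At the study thresholds, pseudocounts of 0.1 and 0.01 gave 3 rises each, no TPM filter 57 falls and 71 rises and a maximum TPM above 1 gave 37 and 21, with more genes tested. Leaving out each library gave 13 to 30 falls and 1 to 5 rises.

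With an estimated correlation the adjusted p was 0.414 for ERK transcriptional output, 0.414 for cholesterol synthesis and 0.701 for G2 and mitosis, and with fry 0.0905, 0.0793 and 0.59. Both ERK output and cholesterol synthesis passed camera at the preset correlation in every other alternative. G2 and mitosis gave 0.0700 with limma on TPM, 0.0632 at a maximum TPM above 10 and 0.000244 to 0.493 with a library left out. TGF-beta response passed with limma on TPM (0.0154), no filter (0.0290) and voom (0.0456), and ranged from 0.0390 to 0.261 with a library left out. cAMP-CREB response passed without a filter (0.0459) and ranged from 0.0311 to 0.408.

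Signs turned only for results that had not passed and for ribosomal proteins, whose p ran from 4.42e-06 to 0.268 with a library left out and was 0.139 with limma on TPM. With limma on TPM the p was 1.00 for principal cell transport and for osmolyte and tonicity response, 0.947 for proximal tubule, 0.755 for stromal and endothelial and 0.902 for respiratory chain genes, and the log2 fold change was 0.012 for Avpr2. Without a filter the p was 0.928 for V2 receptor and PKA components and for ERK cascade components, 0.903 for interferon response, 0.898 for epithelial junction, 0.808 for intercalated cell, 0.344 for stromal and endothelial and 0.932 for the kidney development genes named by the study, and the log2 fold change was -0.011 for Wnt7a. Principal cell transport gave 0.831 at a maximum TPM above 10; with the replicate block interferon response gave 0.944 and kidney development 0.914. With a library left out, p ran from 0.320 to 0.991 for principal cell transport, 0.284 to 0.991 for V2 receptor and PKA components, 0.157 to 0.982 for interferon response, 0.349 to 0.982 for epithelial junction, 0.413 to 0.961 for proximal tubule, 0.0433 to 0.463 for respiratory chain and 0.506 to 0.966 for kidney development genes. The log2 fold change ran from -0.045 to 0.022 for Prkaca, -0.015 to 0.107 for Aqp2, -0.054 to 0.046 for Wnt7a, -0.068 to 0.044 for Avpr2, -0.35 to 0.091 for Jun and -0.13 to 0.012 for Fgf18. At these depths the smallest simulated changes were recovered in 38.8% of cases, so smaller changes can be missed.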

Other observations

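Of the tests in this part, the one for exchanged labels and the splits for a 1.5-fold change were chosen only after the result was seen.

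Other gene groups moved by small amounts. Basement membrane and matrix genes stood higher with tolvaptan at a median log2 fold change of 0.11 (camera adjusted p = 0.0152; adjusted p = 0.641 with an estimated correlation). Hypoxia and glycolysis genes stood lower at -0.09 (0.0152; 0.542), with P4ha1, a collagen prolyl hydroxylase, fallen by 0.35 on the log2 scale. Cytoskeleton and myosin genes stood lower at -0.03 (0.0158; 0.414), with Rnd3, a regulator of actin, fallen by 0.52. AP-1 family genes stood lower at -0.18 (0.0183; 0.641) and CDK inhibitors and p53 targets at -0.04 (0.0356; 0.641), with 0 members of either called over all genes; adjusted over the list alone, 2 AP-1 genes fell, and 5 CDK inhibitor and p53 genes fell and 1 rose. Adjusted over the list alone, 3 cytoskeleton genes, 1 hypoxia gene and 0 basement membrane genes fell, and 0 genes of these 3 lists rose. Single libraries ended each of these calls. The adjusted p for basement membrane was 0.0624 without dDAVP replicate 1, 0.181 without tolvaptan replicate 1 and 0.0795 without tolvaptan replicate 2. For hypoxia it was 0.171 without dDAVP replicate 4, 0.0648 without tolvaptan replicate 2 and 0.102 without tolvaptan replicate 3. For cytoskeleton it was 0.0541 without dDAVP replicate 4 and 0.141 without tolvaptan replicate 3, and 0.0632 at a maximum TPM above 10. For AP-1 it was 0.181, 0.0834 and 0.0644 without tolvaptan replicates 1, 3 and 4. For CDK inhibitors it was 0.0854 and 0.0619 without dDAVP replicates 3 and 4 and 0.309 without tolvaptan replicate 1. The other 19 of the 27 lists did not pass, with camera adjusted p from 0.0536 to 0.928. Among them NF-kB and inflammation passed without dDAVP replicate 2 (0.0472), dDAVP replicate 3 (0.0456) or tolvaptan replicate 4 (0.0438), and with limma on log2(TPM + 1) (0.0302), no filter (0.0290), filterByExpr (0.0485) or the replicate block (0.0408). FGF and growth factor ligands passed with limma on log2(TPM + 1) (0.0484). The 9 lists named by the study are not used as evidence, since the libraries they came from are not known. Their p-values are not adjusted over lists. All but the positive proliferation list had a camera p from 0.0539 to 0.920. The positive proliferation list, increased in the study, stood lower (camera p = 0.0428, and 0.248 with an estimated correlation). Ccn2 was its member that fell, over all genes and adjusted over the list alone. Camera lost that call without dDAVP replicate 1 (0.128), dDAVP replicate 2 (0.0602), dDAVP replicate 4 (0.0569), tolvaptan replicate 1 (0.118) or tolvaptan replicate 3 (0.0896), and with limma on log2(TPM + 1) (0.0600) or the replicate block (0.0598). Other study lists had an unadjusted camera p under 0.05 with a library left out. Some such values would arise by chance over 9 lists and the settings tried. Inflammatory response, decreased in the study, stood lower without dDAVP replicate 2 (0.0101). GPCR signaling, also decreased in the study, stood higher without dDAVP replicate 4 (0.0362). TGF-beta and positive MAPK, increased in the study, stood lower without tolvaptan replicate 2 (0.0336 and 0.0108). Inflammatory response also passed without a filter (0.0161), with the replicate block (0.0379) and with limma voom (0.0323), and positive MAPK at a maximum TPM above 10 (0.0369). The study list of fallen MAPK regulators stood higher here, opposite to the study, and gave 0.0426 with limma on log2(TPM + 1) and 0.0380 with limma voom; it also passed without dDAVP replicate 3 (0.0347), dDAVP replicate 4 (0.0250) or tolvaptan replicate 4 (0.0426), and negative proliferation, decreased in the study, stood higher and passed without dDAVP replicate 4 (0.0201), tolvaptan replicate 2 (0.0442) or tolvaptan replicate 4 (0.0480), and at a maximum TPM above 10 (0.0497). With fry, only YAP-TEAD targets (adjusted p = 0.0317) and NF-kB and inflammation genes (adjusted p = 0.0341) passed among the 27 lists; with camera at an estimated correlation both had an adjusted p of 0.414. Of the 5 lists of other cell types, 0 passed; their camera p ranged from 0.175 for immune markers to 0.866 for proximal tubule markers. Stromal and endothelial markers gave 0.0349 without dDAVP replicate 1 and immune markers 0.0406 without tolvaptan replicate 4. Mitochondrial genome transcripts had a camera p of 0.147, with 0.0202 without dDAVP replicate 4 and 0.0103 without tolvaptan replicate 3, and respiratory chain genes had 0.203, with 0.0433 without tolvaptan replicate 3 and 0.0407 without a filter.

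All 35 splits of the 8 libraries were compared with the real one. For the genes that differ the real split gave 59 and the highest other 1, so 1 of 35 splits was as large. Likewise it was 1 for the genes that fell and 1 for those that rose. That is the smallest share that 35 splits can give, and these counts come from the same fit. It argues against chance for these counts without excluding it. For the 1.5-fold change, with 0 genes, all 35 splits were as large. At the study thresholds 2 splits gave as many falls, with 17 in the real split and 18 in another, and 20 gave as many rises, so chance is not excluded for either. Of the lists tested by camera at the preset correlation, those named next were refitted on each split, and chance is not excluded for any of them. As many as 5 splits gave a p as small for ERK transcriptional output, 11 for AP-1, 19 for G2 and mitosis, 6 for CDK inhibitors and p53 targets, 14 for basement membrane, 3 for cytoskeleton, 2 for cholesterol synthesis, 8 for hypoxia and glycolysis, 28 for principal cell transport, 10 for cAMP and CREB, 4 for TGF-beta and 14 for S phase. The smallest p of another split was 4.99e-19, for G2 and mitosis against 0.0105 in the real one, a structure of the libraries that does not follow the groups.

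Aqp2 did not pass the test in either direction, although vasopressin is known to raise its transcription through the V2 receptor. An exchange of group labels would only reverse the sign of each log2 fold change. For Aqp2 that change was 0.05 (95% confidence interval -0.12 to 0.22), so an exchange would not account for its lack of change. An exchange would also raise the cAMP and CREB list in the libraries labelled tolvaptan. The camera adjusted p of 0.165 for that list leaves open whether labels were exchanged. Of the settings tried, the list stood lower past the threshold only without tolvaptan replicate 2 (0.0311) and without a filter (0.0459). It did not pass with an estimated correlation (adjusted p = 0.641) or with fry (adjusted p = 0.246). As many as 10 of the 35 splits gave a camera p as small, so these 2 settings do not decide the direction. The 2 members that passed over all genes, Dusp1 and Rgs2, both fell. Adjusted over the list alone members went both ways, 4 down and 2 up. The study lists Rgs2 and Ier3 as decreased, and both fell here. Its lists of decreased transcripts for GPCR signaling, cation transport, negative proliferation and MAPK regulation stood higher here and that for inflammatory response lower, and camera on all 8 libraries called none of these. Adjusted over each list alone, 5 rose and 1 fell for GPCR signaling, and 4 rose and 1 fell for cation transport and for MAPK regulation. For negative proliferation 3 rose and 0 fell, and for inflammatory response 1 rose and 1 fell. Ccn2, increased in the study, fell here (log2 fold change -0.96), and the positive proliferation list, also increased there, stood lower by camera, as given above. The study's lists may come from other libraries, so they do not decide either.

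At the study thresholds 17 transcripts fell and 5 rose here. Both counts are lower than the values quoted from the study above. The bound of the central 95% of log2 ratios, from their SD, was 0.40 here. That is lower than the bound quoted from the study above. The study also lists Aqp2 as decreased and cites another deposited series for its RNA-seq, while the number of genes quoted from its methods equals the number of larger changes in the authors' deposited table here. In that table Aqp2 had a log2 fold change of 0.05 with a standard error of 0.09. Here 9557 transcripts had a maximum TPM above 10, fewer than the number quoted from the study. Together with the lower bound, these values argue against the quoted counts of decreased and increased transcripts coming from these libraries. The number of genes in its methods does match, and whether the exposure quoted applies to these libraries is not known.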
